A study of Mus musculus with 8 samples. Its data were reported in "Reduced PRC2 function alters male germline epigenetic programming and paternal inheritance" (2018).

How the data were processed

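Gene expression was measured in 8 whole mouse embryos at embryonic day 8.5 (E8.5), each on 1 Agilent SurePrint G3 Mouse GE array. All embryos were heterozygous for the hypomorphic *Eed* allele, which lowers the function of EED, a core member of the histone methyltransferase complex PRC2. The mothers were wild type. In 4 embryos the father was homozygous for the allele (*Eed* hypo/hypo, "HOM father") and in 4 the father was heterozygous (*Eed* hypo/wt, "HET father"). Groups, replicate numbers and embryo sex were taken from the sample labels, with 2 females and 2 males in each group. The files do not name sires or litters, so a shared sire could not be fitted. The leading number of the sample identifier, whose meaning the files do not state, was tried as a random block (consensus correlation 0.302).

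Per the labels, RNA was treated with DNase, 0.2 µg of total RNA was amplified to Cy3-labelled cRNA, and each cRNA was hybridised to 1 array. The deposited scanner tables hold the intensity of each spot on a linear scale. The authors made these values with Agilent's Feature Extraction software, which subtracts the background, removes spatial trends and sets a floor for spots near background. No normalisation between arrays had been applied to the deposited intensities. The authors' table of the whole series held the same processed intensities in rounded form, with a largest relative difference of 0.5%. The deposited flags of each spot (well above background, saturated, non-uniform or population outlier) are other values of 0 or 1 and were used as filters. The array design names long intergenic non-coding RNA (lincRNA) probes by their interval and strand on mouse build mm9, and all coordinates given here are those of the files.

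Each array held 59305 non-control spots, which came from 55681 distinct probes, 432 of them with more than 1 spot. Spots with an outlier flag were left out and saturated spots were to be kept, although no spot was saturated on any array. The processed signal was converted to log2, and the 75th percentile of each array was subtracted, so that a normalised signal of 0 is the 75th percentile of that array. Spots of 1 probe were averaged on the log2 scale, and probes of 1 gene were kept apart. A probe was tested if on at least 4 of the 8 arrays it was well above background and at or above the 20th percentile of that array. This kept 29720 probes (53.4%).

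Probe accessions were matched without versions to a RefSeq gene table of assembly GRCm38.p6, used here for gene names and gene types only. A match was found for 27240 probes (48.9%), and other probes kept the name in the files or the probe identifier. The files hold no word for lincRNA, so a lincRNA probe was taken as 1 with a chromosomal interval as its name, which gave 16194 probes in 4610 intervals. Predicted or pseudogene probes were those with a pseudogene type in the reference table or a name of the form Gm and a number. They came to 719 probes, of which 239 were of pseudogene type. Unmatched probes could not be placed in this class.

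Differential expression was tested with limma version 3.58.1 in R version 4.3.3 (lmFit and eBayes, two-sided) with Benjamini-Hochberg adjustment. A probe was called differentially expressed at an adjusted p below 0.01 and a change of at least 2-fold, the limits stated in the study's methods. The comparison by father had no covariate, the comparison by sex had father as a covariate, and an interaction term tested whether the father effect differed between the sexes. Classes of probes among the calls were compared with the other tested probes by Fisher's exact test (two-sided). Fixed gene sets were tested with limma's camera (two-sided, preset inter-gene correlation of 0.01), with fry and with an estimated correlation beside it, and were called at an adjusted p below 0.05. The sets were Hox genes, members of PRC2, cytosolic ribosomal proteins, the parent genes of retrotransposed copies in the study's list, and 5 cell cycle genes the study had named in eight-cell embryos. Genes of known sex linkage (*Xist*, *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y*) were used to check the sex labels.

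The tests, gene sets, fixed genes, alternatives and the rule for naming probes were set before the data were examined, with exceptions stated below. By that rule the text names the 6 called probes with the largest fitted rise and the 6 with the largest fitted fall by father, and up to 5 in each direction by sex outside the fixed genes, among called probes whose groups did not overlap. The order of probes with only a limit in 1 group is not established. Probes named outside this rule were chosen after their values were seen. Where a fixed gene had several tested probes, the probe with the highest mean over all 8 arrays was taken as its value. That rule was set later. The result for 1 of the fixed genes is not reported here.

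A probe that was not well above background on any array of a group had only an upper limit there. Its change is then given as "at least N-fold". The bright group's mean over its arrays was divided by the dim group's mean of, per array, the higher of the lowest signal among probes well above background and the dim probe's own signal, all on the normalised log2 scale.

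The arrays differed in how much of their signal lay above background. Between 51.9% and 60.8% of non-control spots were well above background, and the 75th percentile of the processed signal lay between 1333 and 1632. With 4 arrays per group, the number of arrays limits the precision. Slide was read from the array barcode and arrays lay on 2 slides. Slide 1 held the 4 HET father arrays and slide 2 the 4 HOM father arrays, so slide and father could not be told apart and slide could not be fitted as a block.

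The steps were tested on simulated data over 29694 probes with the real probes' means. The spread of each probe was drawn at random from the variance distribution that limma fitted to the data. Errors were normal and independent, so shared sires, slide and the signal floor were not simulated. With 200 probes changed by a log2 of 2, the father comparison recovered 180 (90.0%) with 0 false calls. The sex comparison recovered 177 (88.5%) with 2 false calls. The interaction recovered 117 (58.5%) with 2 false calls. With no change simulated there were 0 false calls and 5.07% of unadjusted p-values lay below 0.05.

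Alternatives covered the normalisation (quantile, median, another set of probes for the 75th percentile), the background (normexp with an offset of 50), the filter on dim probes, the outlier flags, the variance model, array weights, sex as a covariate, the replicate number, the sample identifier or the slide position as a block, the thresholds, probes averaged per gene name, the authors' table of the series, each sex alone, and leaving out each array in turn. The files hold median and not mean spot signals, so normexp used the median signal with the median local background. RNA-seq data of the same embryos were not used here.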

Results

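To determine whether reduced EED function in fathers was associated with altered gene expression in their offspring, RNA from individual E8.5 embryos of *Eed* hypo/hypo (HOM) and *Eed* hypo/wt (HET) fathers was measured on single-colour expression arrays (*n* = 4 embryos per group, 2 females and 2 males in each). The files do not name the sires. By the study's account each group had fewer sires than embryos, so that some embryos share a father and the 4 embryos are not 4 independent fathers. All 8 embryos carried the same heterozygous *Eed* genotype, so that the groups differed by design in the genotype of the father and not of the embryo. In embryos of HOM fathers 60.8%, 54.4%, 54.7% and 55.7% of spots were well above background, compared with 58.5%, 54.7%, 51.9% and 52.4% in embryos of HET fathers. Of 55681 distinct probes, 29720 passed the expression filter.

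Normalised signals of arrays within a father group correlated at between 0.988 and 0.993 across probes, and signals of arrays in different groups at between 0.982 and 0.992. These correlations are across probes, which are not independent replicates. In a principal component analysis the first component held 33.6% of the variance and separated the father groups. The second component held 18.1% and separated female from male embryos. The 4 arrays of each father group had been hybridised on a slide of their own, and a difference between slides therefore could not be told apart from a difference between fathers in any value given for the father comparison.

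*Eed* expression was examined first, since the fathers differed at this gene. The *Eed* probe had a normalised log2 signal of 4.72 ± 0.06 in embryos of HOM fathers and 4.71 ± 0.05 in embryos of HET fathers (mean ± SD, *n* = 4), a difference of 0.01 that was not significant (limma adjusted p = 0.870) and that changed sign to -0.18 under median scaling. *Ezh2* and *Suz12*, which encode the partners of EED in PRC2, differed by -0.15 (limma adjusted p = 0.0516) and -0.04 (limma adjusted p = 0.700), with *Suz12* at 0.0024 under quantile normalisation. No significant difference was found for *Canx* and *Sdha*, which the study had used as reference genes, with changes of -0.10 and 0.03 (limma adjusted p of 0.156 and 0.685). Under median scaling, which moved all probes down, *Ezh2* was at -0.34 (-0.12 relative to that shift, limma adjusted p = 0.00825) and *Canx* at -0.29 (limma adjusted p = 0.0180), and *Ezh2* had a limma adjusted p of 0.0139 with normexp background correction. Neither gene reached 2-fold. *Sdha* changed sign under median scaling (-0.16) and with normexp background correction (-0.02).

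A total of 376 probes, representing 366 distinct names and 90 gene symbols, were differentially expressed between embryos of HOM and HET fathers (limma, adjusted p below 0.01, at least 2-fold). Of these, 368 (97.9%) were higher and 8 were lower in embryos of HOM fathers. The 4 arrays of 1 group all lay above the 4 of the other for all 376 probes. Over all tested probes, every HOM father array lay above every HET father array for 4203 probes, and the reverse held for 3863 probes, compared with 425 (1.43%) that chance would give in each direction. Without a fold limit the differences were less one-sided, with 3660 probes higher and 2583 lower at an adjusted p below 0.05. The probes higher in embryos of HOM fathers had a median log2 change of 1.25 (2.38-fold), or 1.21 with those that have only a lower limit set to it, while the median change of all tested probes was -0.02. They were mostly dim, with a median signal at the 21.4th percentile of tested probes. Of the 368 probes, 361 were well above background on all HOM father arrays, 218 on all HET father arrays and 32 on none of the HET father arrays.

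The number of these calls depended on the scaling of the arrays, and their balance did so under median scaling. With quantile normalisation 263 probes were called, of which 252 were higher and 11 lower (95.8% higher). With each array scaled to its median, 262 probes were called, of which 222 were higher and 40 lower (84.7% higher, compared with 97.9%). Median scaling also moved the median change of all tested probes to -0.21, from -0.02. With the position on the slide as a block, limma called 0 probes, with 7497 probes at an unadjusted p below 0.05.

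**Figure D1:**
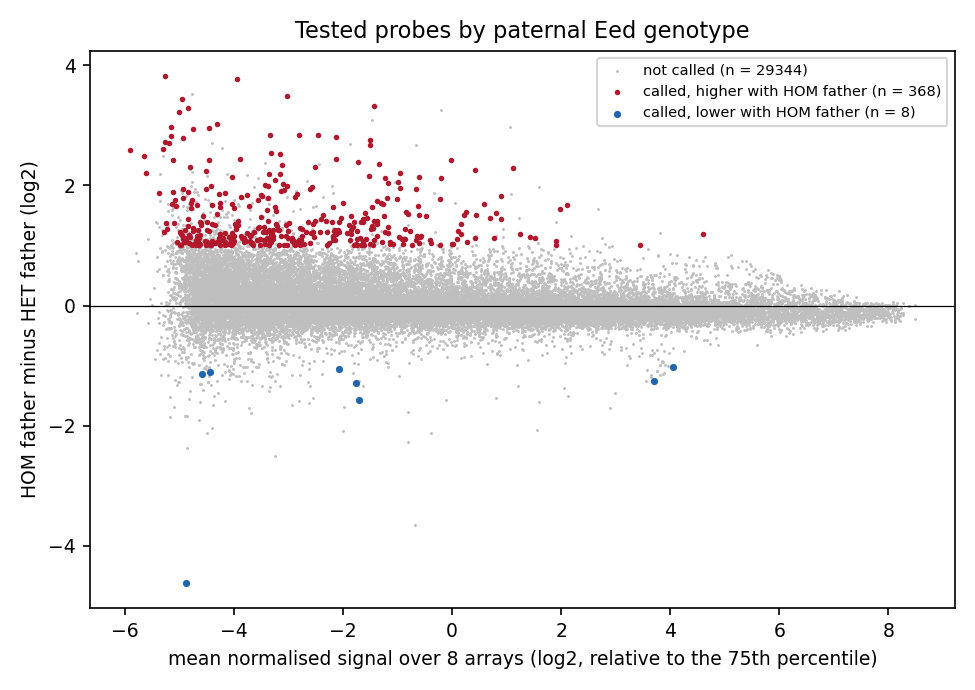
Change of each of the 29720 tested probes by paternal *Eed* genotype (vertical axis, HOM father minus HET father, log2) against its mean normalised signal over 8 arrays (horizontal axis, log2 relative to the 75th percentile of each array), with each point a probe. The 368 probes called higher lie mainly at low signal and only 8 probes were called lower.

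The fixed rule named the 6 increased probes with the largest fitted change. Of these, 4 were not well above background on any HET father array, so their change is a lower limit and their rank is not established. The probes A_30_P01024078 and A_55_P1970536, named after their values were seen, were well above background on all arrays and 7.16-fold and 7.14-fold higher, above 4 of these limits. The probe A_55_P2063776, designed to the predicted transcript XR_106698, was at -3.35 ± 0.34 in embryos of HOM fathers and -7.17 ± 0.27 in embryos of HET fathers (normalised log2 signal, mean ± SD, *n* = 4), at least 2.99-fold higher (limma adjusted p = 5.52e-05). The lincRNA probe A_30_P01021824, on the forward strand of chromosome 19 from 29969050 to 29980675 (mm9), was at -2.05 ± 0.11 and -5.82 ± 0.49, at least 7.10-fold higher (limma adjusted p = 9.39e-05). *Bex6* (A_55_P2028832) had a fitted change of 11.2-fold, at -1.29 ± 0.15 compared with -4.77 ± 0.30, and was well above background on 2 of the 4 HET father arrays (limma adjusted p = 3.33e-05). The lincRNA probe A_30_P01028744, on the reverse strand of chromosome 6 from 67155508 to 67216941 (mm9), was well above background on all arrays and 10.04-fold higher, at 0.23 ± 0.09 compared with -3.10 ± 0.31 (limma adjusted p = 3.33e-05). The probes A_55_P2170599 and A_55_P2034311, which have no gene name, were at least 3.23-fold and at least 3.31-fold higher.

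Few probes decreased in embryos of HOM fathers. The probe A_55_P1975571, designed to the cluster TC1651972, was not well above background on any HOM father array and was at least 5.27-fold lower (-7.18 ± 0.45 compared with -2.57 ± 0.41, limma adjusted p = 9.21e-05). *Nyap1* fell by 1.57, *Ica1l* by a log2 change of -1.30, the unnamed probe A_55_P2028847 by -1.26, *Atp10a* by -1.14 and *C2cd2l* by -1.10 (limma adjusted p between 0.000862 and 0.00956). *Atp10a* was well above background on 1 of 4 and *C2cd2l* on 2 of 4 HOM father arrays. The decreases of *Nyap1*, A_55_P2028847 and *Atp10a* lost significance under most of the alternatives, including sex as a covariate for the first 2 of these. Of the other fixed genes, *Aurkb* was 3.45-fold higher in embryos of HOM fathers (limma adjusted p = 2.64e-05). *Aurkb* and *Cdk1* had been fixed because the study's list, chosen on these samples, holds them. Their rises are therefore not independent evidence. The 3 *Cdk1* probes disagreed. The brightest rose by 0.28 (limma adjusted p = 0.0106), A_55_P2016652 rose by 1.36 and was called, and A_55_P2016647 changed by -0.25 and was not called.

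**Figure D2:**
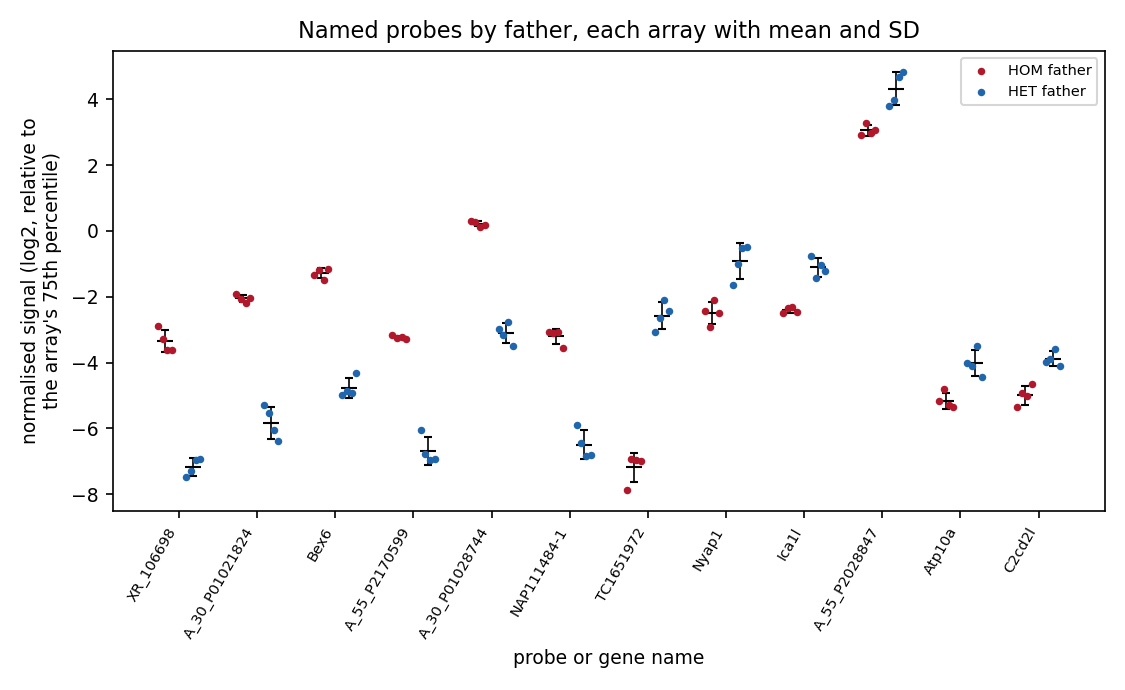
Normalised signal (vertical axis, log2 relative to the 75th percentile of each array) of the 12 named probes by paternal genotype, with each array a point, and the mean and SD of 4 arrays as bars. In all 12 probes the 4 arrays of 1 group lie apart from the 4 of the other, and 4 of the 6 increased probes were not well above background on any HET father array.

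The study had examined non-coding RNAs among the changed transcripts, and the classes of the increased probes were therefore compared with those of the other tested probes. lincRNA probes made up 137 of 368 increased probes (37.2%) and 17.3% of the others (odds ratio 2.83, 95% interval 2.27 to 3.52, Fisher's exact test p = 1.83e-19). This enrichment was smaller when the background was matched on mean signal (odds ratio 1.43, Fisher's exact test p = 0.00156). These p-values treat probes as independent. Among the 368 probes with the lowest p in 1 direction, 4 of the 35 splits of the 8 arrays into 4 and 4, the real one included, had an odds ratio of lincRNA probes as high as that of the real split (2.54). Probes of RefSeq messenger RNAs were depleted, at 20.7% compared with 63.8%. Predicted or pseudogene probes made up 7 of 368 (1.90%) compared with 0.947% of the other probes, which was not significant (odds ratio 2.03, Fisher's exact test p = 0.0936). The odds ratio fell to 0.825 with quantile normalisation and rose to 6.03 when only probes matched to a reference name were counted (Fisher's exact test p = 0.000285). The 5 increased probes with a pseudogene type were *Gm5039*, *Serpina3h*, *1700022A21Rik*, *4930515G16Rik* and *Mageb16-ps1*, named here after their values were seen (odds ratio 3.33, Fisher's exact test p = 0.0205). Only 85 of the 368 increased probes had a reference name, so most could not be placed in the predicted or pseudogene class. In the study's own list, 43 probes classed as retrocopies and 10 classed as both retrocopy and lincRNA were called higher. The class used here therefore does not stand for the study's retrotransposed pseudogenes.

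The study's list of probes changed on these arrays and in RNA-seq of the same embryos held 112 probes, of which 110 passed the filter. All 110 were called and higher in embryos of HOM fathers, with a median log2 change of 1.56, or 1.52 with the 6 probes that have only a lower limit set to it. All 110 were also called when adjusted over the list alone. As the list had been chosen on these samples, neither count is independent evidence. The 2 untested probes, A_30_P01023358 and A_30_P01023304, were each well above background on 3 arrays. A further 266 probes outside the list were called. With normexp background correction 78 of the list's probes were called.

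Of the 5 fixed gene sets, 3 were lower in embryos of HOM fathers by camera. Cytosolic ribosomal protein genes had a median log2 change of -0.12 over 163 probes (adjusted p = 9.91e-09), with a median of -0.01 under quantile normalisation. Hox genes had a median of -0.22 over 35 probes (adjusted p = 0.0156), and the direction held under quantile and median scaling. The median was closer to 0 under normexp (-0.13) and without HOM father replicate 1 (-0.11), and the call was lost in both (adjusted p of 0.0530 and 0.0694). Parent genes of retrotransposed copies had a median of -0.07 over 86 probes (adjusted p = 0.0156), which changed to 0.01 under quantile normalisation. PRC2 members (adjusted p = 0.661) and the eight-cell cell cycle genes (adjusted p = 0.297) did not differ. None of these 3 calls held under fry (adjusted p of 0.0703, 0.118 and 0.118) or with an estimated correlation, where 0 sets were called and the lowest unadjusted p was 0.268. By fry only the eight-cell cell cycle genes differed, upwards, with a median log2 change of 0.05 (adjusted p = 0.00603).

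To compare the father effect with a difference of known origin that was balanced over the slides, female and male embryos were compared. All 7 *Xist* probes were higher in females and 6 of them were called. Of these, 5 were not well above background on any male array and were at least 18.6-fold (A_52_P300376) to at least 251-fold (A_30_P01032945) higher, and A_30_P01023652 was above background on 1 of 4 male arrays, so that no size of its change is given. The probe A_30_P01022001 had the highest mean over all 8 arrays, owing to 1 male array, while in females A_30_P01023652 was brighter (4.04 compared with 3.62). A_30_P01022001 did not reach the threshold (limma adjusted p = 0.0879), as HOM father replicate 4 was at -1.54 and the other 3 male arrays were between -7.20 and -6.22. Without that array it was called (adjusted p = 0.000423). *Ddx3y* was at least 67.8-fold and *Eif2s3y* at least 175-fold lower in females (limma adjusted p of 9.00e-05 and 0.00356). Of the 2 *Uty* probes, neither well above background on any female array, A_55_P2134967 was called (at least 2.76-fold lower in females) and A_52_P345539 was not (at least 2.56-fold, limma adjusted p = 0.0786). *Kdm5d* was well above background on 0 of 4 female and 0 of 4 male arrays and was not tested. All labelled sexes were thus separated by these genes.

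In total 18 probes with 13 distinct names differed by sex, with 8 higher and 10 lower in females. Outside the fixed genes, 2 probes were higher in females. These were A_55_P2137932 for XR_106478 (2.07, limma adjusted p = 0.00503) and *Plcxd1* (1.37, limma adjusted p = 0.00421). The largest fitted decreases in females, whose order is not established as they are lower limits, were of *Ints11* (A_55_P2145307), *Cptp* (A_55_P2084522) and XM_001474638 (A_55_P1963264), which were at least 83.2-fold, at least 4.23-fold and at least 2.94-fold lower and were not well above background on any female array (limma adjusted p of 0.00421, 0.00168 and 0.000688). *Zfp933* (A_52_P88793) changed by -2.20 and the lincRNA probe A_30_P01025794, on the forward strand of chromosome 4 from 146890596 to 146891297 (mm9), by -2.13 (limma adjusted p of 0.000110 and 0.000225). The second probe of *Ints11*, of *Cptp* and of *Zfp933* did not differ by sex, with changes of 0.23, -0.22 and -0.21. With a filter that required signal well above background on all arrays, or on all arrays of a father group, 5 probes were called, as such a filter removes probes that are silent in 1 sex.

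**Figure D3:**
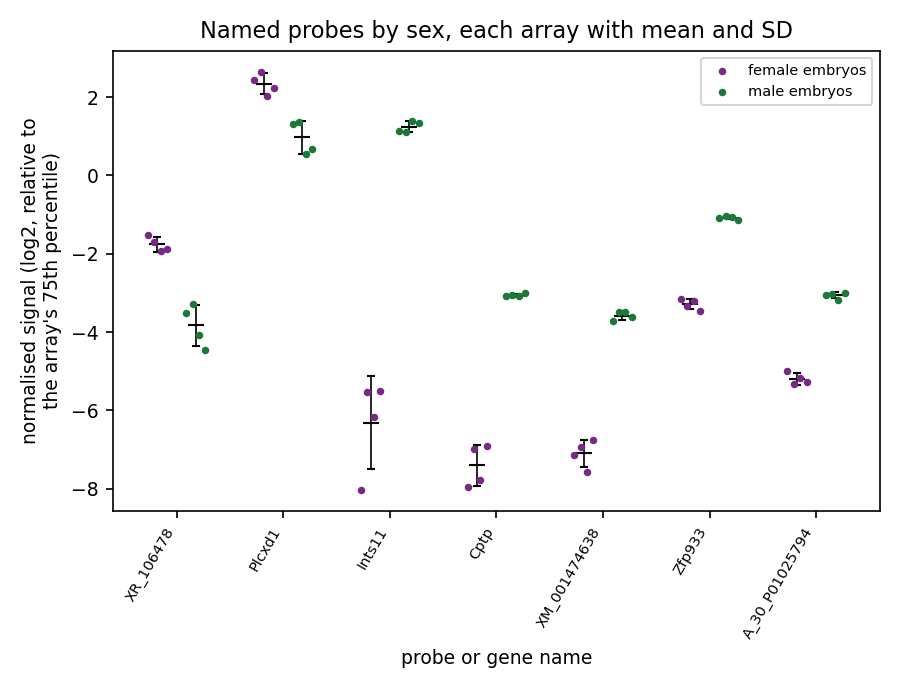
Normalised signal (vertical axis, log2 relative to the 75th percentile of each array) of the 7 named probes by embryo sex, with each array a point, and the mean and SD of 4 arrays as bars. For *Ints11* the 4 female arrays have a mean of -6.31 and the 4 male arrays a mean of 1.24.

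Finally, the father effect was compared between female and male embryos. No probe was called for an interaction of father and sex (0 by limma, lowest adjusted p = 0.0178), and 1343 probes (4.52%) had an unadjusted p below 0.05. A variance model with an intensity trend and robust estimation called 11 probes. With 2 embryos per combination of father and sex, the interaction test recovered 58.5% of simulated log2 changes of 2.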

Values the study reported

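The study reported 234 differentially expressed transcripts between the offspring of homozygous and heterozygous fathers on these arrays, at a 2-fold limit and an adjusted p below 0.01. By the study's account these transcripts came from a smaller number of distinct genes. Most of these genes, 112, had also changed in its RNA-seq of the same embryos, so 112 is not a share of the 234 transcripts. The study also reported that the direction of change on the arrays correlated with that in RNA-seq.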

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

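The test of whether a single array decided the call of a probe was chosen only after the array had been seen to stand apart.

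The 8 arrays were examined in 70 groups of 4, covering array-wide measures, fixed genes and named probes, for a highest or lowest array whose gap to the nearest other array was large against the range of the group (Dixon's ratio, 95% critical value). Such an array was found in 4 groups, and chance, at about 1 in 20 groups, would give 3.5. As a pattern these arrays are therefore no more frequent than chance gives. *Canx* was at 5.72 on HET father replicate 1 and between 5.78 and 5.79 on the other 3 HET father arrays. *Bex6* (A_55_P2028832) was at -4.33 on HET father replicate 4 and between -4.98 and -4.87 on the others. The probe A_55_P2034311 was at -3.54 on HOM father replicate 4 and between -3.10 and -3.07 on the others. The probe A_55_P1975571 was at -7.86 on HOM father replicate 1 and between -6.99 and -6.93 on the others.

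That the array decided the call of A_55_P1975571 is argued against, as the probe was still called by limma without that array (adjusted p = 0.000340). Its fitted change was -4.39 without the array and -4.61 with it, but only a lower limit of its size is known. For the other 3 probes the test cannot tell, although leaving out the array changed the call of 0 of them. The arrays of *Bex6* and A_55_P2034311 lay towards the other group, so that leaving them out widened the fitted change (3.49 to 3.63 and 3.29 to 3.41). A_55_P2034311 was not well above background on any HET father array, so only a lower limit of its change is known. *Canx* was far from 2-fold with or without the array. For A_55_P1975571 the array's lower signal floor may account for the low value, since this probe was not well above background on any HOM father array and the replicate 1 array had the lowest floor of its group in 2 of 2 father groups. Whether these values reflect the individual embryos stays open, and no biological explanation was tested.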

How the results depend on the processing

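One alternative, the class test restricted to probes matched to a reference name, was chosen only after the result was seen.

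Of the alternatives for the 376 probes called by father, 13 that kept all arrays gave between 262 (median scaling) and 426 calls, with more probes higher than lower in each. Quantile normalisation called 263 probes, 252 of them shared with the 376. Larger moves were seen with normexp background correction (145 calls), a filter on signal on all arrays (229), no fold limit at an adjusted p below 0.05 (6243), a 1.5-fold limit (1405) and a test against a change of 1.5-fold (100). The counts under other thresholds and filters follow from their construction, and the cause of the fall under normexp was not tested. With the position on the slide as a block, in female embryos only and in male embryos only, limma called 0, 0 and 0 probes. The unadjusted p was below 0.05 for 7497, 5041 and 7448 probes in these fits, which had fewer degrees of freedom or fewer arrays. All 375 of the called probes that could be fitted kept their direction in each fit. This was fixed beforehand, as the arrays of 1 group all lay above those of the other for every called probe. Of the 375 probes, 355, 305 and 336 still changed by at least 2-fold in that direction. With the leading number of the sample identifier as a random block 340 probes were called. Leaving out each array in turn gave 300 to 418 calls. Slide as a block was not run, as each slide held 1 father group, and leaving out saturated spots moved nothing as there were none.

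The replicate numbers did not pair the arrays. Deviations from the group means of same-numbered arrays correlated at 0.189, -0.086, -0.132 and 0.146 across probes, within the range of other pairs (-0.185 to 0.207). With the replicate block 232 probes were called by father, 2 by sex (*Ddx3y* and *Xist*) and 7 of the 19 named probes.

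The 18 probes called by sex numbered 12 to 22 under 9 alternatives, 12 to 17 with an array left out, and 5 under either filter on signal on all arrays. The 5 were XR_106478, *Fbxo44*, AK049583, *Zfp933* and *Plcxd1*, with *Fbxo44* and AK049583 named after their values were seen. For the interaction, where 0 probes were called, normexp gave 3 and the trended, robust variance model 11. The 3 were *Ccnb1ip1* and the lincRNA probes A_30_P01023875 and A_30_P01020631, which were named after their values were seen. Both lincRNA probes lie within the interval on chromosome 5 that held most of the 11. The cause of the calls under these settings was not tested.

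The odds ratio of lincRNA probes stayed between 1.43 and 3.22 under 7 alternatives and between 2.50 and 2.96 with an array left out, each with a p below 0.05. That of predicted or pseudogene probes, 2.03 and not significant, reversed to 0.825 under quantile normalisation. It passed the threshold with signal on all arrays (4.56), with no fold limit (1.67), for pseudogene types alone (3.33) and among matched probes only (6.03), and ranged from 1.29 to 2.16 with an array left out. The cause was not tested. The study's list had 78 (normexp) to 110 called probes under 5 alternatives and 109 to 110 with an array left out.

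In place of 3 gene sets, 1 was called under quantile normalisation, 1 under normexp, 1 by fry and 0 with an estimated correlation, and 1 to 3 with an array left out. The lowest count came without HOM father replicate 1, where Hox genes (median -0.1053, adjusted p = 0.0694) and retrocopy parent genes (adjusted p = 0.0618) were lost. The PRC2 set, at -0.01 and not significant, was at 0.0295 under quantile normalisation, 0.0359 under normexp and between -0.0329 and 0.0060 with an array left out. The parent gene set reversed to 0.0094 under quantile normalisation. Median scaling moved the median of all probes to -0.21. It put *Eed* at -0.18 and *Sdha* at -0.16, which relative to that shift were 0.04 and 0.05. *Eed* lay between -0.0129 and 0.0322 with an array left out, *Sdha* was at -0.0202 under normexp and *Suz12* at 0.0024 under quantile normalisation. None of *Eed*, *Sdha* and *Suz12* was significant in any setting. *Ezh2* (adjusted p = 0.00825) and *Canx* (adjusted p = 0.0180) had lower p-values under median scaling, without reaching 2-fold.

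Of the 19 named probes, 11 to 15 were called with an array left out. The 6 probes named as higher with HOM fathers and A_55_P1975571 were called in all 14 alternatives. *Nyap1* lost its call in 9, A_55_P2028847 in 10, *Atp10a* in 8, *C2cd2l* in 5, XR_106478 in 8, *Plcxd1* in 8, *Ints11* in 7 and *Cptp* in 5. For 32 of the 368 increased probes, which were well above background on no HET father array, only a lower limit of the change is known.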

Other observations

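Of the 25 tests of explanations in the closing parts, 9 were set out before their result was seen. Those chosen only after the result was seen were the counts over other splits (except that of gene sets), slide as a block, the ERCC probes, the dose of chromosome X, the opposite strand, the spread over chromosomes, the parent genes, both tests on chromosome 4, the position on the slide, and single arrays.

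The number of probes called differentially expressed by father was 376. That is higher than the value quoted from the study above.

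Many more probes were higher than lower in embryos of HOM fathers. Chance in how the arrays fell into groups is argued against, as 1 of the 35 splits of the 8 arrays into 4 and 4, the real one, gave as many calls, and the most in another split was 19. A signal floor of dim probes as the cause is argued against, as 97.8% of calls were higher among probes well above background on all arrays. The E1A spike-in control probes cannot test a general shift in labelling or scanning. Each array had been scaled beforehand, which takes out a shift common to all probes. After scaling, the 8 E1A probes well above background on all arrays differed by a median of -0.0852 (-0.14 to 0.02) between slides. The increased probes had a median change of 1.25, but they had been selected for their rise. The 8 E1A probes thus did not rise with them, which leaves open how other probes were affected by slide. An effect that acts alike on probes of the same brightness is argued against only as the whole cause. It would not give the 0.10 by which lincRNA probes rose more than messenger RNA probes of matched signal. The largest such difference in the other 34 splits was 0.0794. As 0.10 is small against 1.25, such an effect stays open as a cause of most of the excess. A haplotype near a single locus is argued against, since the called lincRNA probes lay on 20 chromosomes with at most 8.76% on any of them.

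Several explanations of the excess stay open. A change of the whole messenger RNA is 1 of them. The 20 other probes of the same genes had a median change of 0.0376, compared with 1.20 for the called messenger RNA probes. Of the 20, 0 were called higher. These values go against such a change, but the 20 probes ranged from -0.55 to 1.56. They were also brighter than the called probes (median at the 60.1st and 22.5th percentile of tested probes). Sires may have contributed as well, since some embryos of a group share a father, and this could not be tested. Scaling may account for part of it. The share of higher calls was 95.8% under quantile normalisation and 84.7% under median scaling. The latter lies between the near-equal share that scaling as the cause would give and the 90% that had been set beforehand as excluding it. An effect of slide on single probes cannot be told apart from father, as 0 slides held arrays of both groups. A lower stringency of hybridisation or washing on the HOM father slide could raise dim probes non-specifically. ERCC control probes, for which no added RNA is stated, were 5.05% to 5.56% above background on HOM father arrays and 3.61% to 4.65% on HET father arrays. The 2 of these 96 probes that were above background on at least 4 arrays (ERCC-00148_99 and ERCC-00170_100) had a median difference of 0.58 between slides, which is too few to decide. DNA in the RNA of HOM father embryos could act in the same way, although for lincRNA probes DNA of the embryos themselves is argued against by the test on chromosome X below. Among 1514 probes of olfactory receptor, vomeronasal receptor and keratin-associated genes, which embryos are not thought to use, 88 had all HOM father arrays above all HET father arrays and 5 the reverse, compared with 22 expected by chance in each direction. That is what DNA would give, and also what non-specific binding on a slide would give, so these cannot be told apart. The genotype of the father, which the design names, stays open as well and untested apart from slide. The study's list was chosen with RNA-seq of the same embryos, which does not pass through the slides, but those data were not used here.

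Chance in how the arrays fell into groups stays open for the over-representation of lincRNA probes. Among as many top probes of 1 direction as the real split called higher, the odds ratio was 2.54 in the real split, 4 of the 35 splits gave as high a value, and the highest was 3.49. An earlier version of this test, and that for predicted or pseudogene probes, counted calls and found the real split alone. It was replaced after its result was seen, because the other splits had at most 19 calls in all and could hardly reach the count. DNA of the embryos themselves is argued against. The 19 lincRNA probes on chromosome X that rose by 1.5-fold or more (adjusted p below 0.05) differed by a median of 0.0144 (SD 0.21) between female and male HOM father embryos, where a DNA share would give 0.3 or more. This rests on 2 females and 2 males. A change of the whole annotated lincRNA stays open. The 153 other probes of the same intervals and strands had a median change of 0.24, with 17 called, between the 1.20 of the called lincRNA probes and the 0.12 of all tested lincRNA probes. A first version without called probes had given 0.16 over 136 probes. Signal that does not depend on the strand is in line with a median change of 0.25 over 117 probes for the opposite strand of these intervals. As high a median was drawn in a share of 0.016 of 10000 random lincRNA lists and 0.0073 of lists matched on signal. This may reflect transcription of both strands, DNA from outside the embryos or non-specific binding near these loci, between which the test does not choose.

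For predicted or pseudogene probes chance stays open too, as 16 of the 35 splits gave as high an odds ratio among the top probes as the real split (1.73). For the study's list the count over splits cannot tell. Only 1 of 35 splits, the real one, called as many of its probes, but the list had been chosen on the real split and the other splits had at most 19 calls, so the outcome was fixed beforehand. A rise of the parent genes' messenger RNA read by the retrocopy probes is argued against, as the parent genes' own probes had a median change of -0.0711 over 86 probes (-0.35 to 1.49, so that single genes may be exceptions), where retrocopy probes of the list alone had 1.98, or 1.83 with the 3 that have only a lower limit set to it. Probe sequences were not analysed here, so binding of each probe to other copies of the same parent gene stays open.

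The calls of gene sets cannot be set apart from chance, as 9 of the 35 splits called as many sets. A difference in developmental stage is a candidate explanation for the lower Hox genes (camera adjusted p = 0.0156). It cannot be told apart from father with these sets, since the call was lost under fry and with an estimated correlation.

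The calls by sex exceeded those of the other splits, as 1 of the 34 splits that could be fitted with father gave as many, the real one. The most in another of these splits was 8. The real count includes probes of *Xist*, *Ddx3y*, *Eif2s3y* and *Uty*, genes of known sex linkage. The count over splits therefore cannot set the calls outside the sex chromosomes apart from chance. A hypothesis arose from the sex calls outside the sex chromosomes. Of 34 autosomal lincRNA probes that separated the sexes by at least 1.5-fold, 11 (32.4%) lay on chromosome 4, which held 7.22% of tested autosomal lincRNA probes (odds ratio 6.30, Fisher's exact test p = 1.51e-05), and the most on another chromosome was 5. The 11 probes came from 8 intervals and are not independent, so this p is too small. Of these, 10 lay between 135896689 and 147183905 (mm9). A strain haplotype on distal chromosome 4, segregating in the mixed background and falling with sex by chance in 8 embryos, may account for this, and the second probes of *Ints11*, *Cptp* and *Zfp933* did not differ by sex. Male-specific transcripts that bind these probes stay open too, as only 2 of the 11 probes (A_30_P01028819 and A_30_P01024832) were higher in females. Both explanations were formed on the probes they were tested on and cannot be told apart here.

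The replicate 1 arrays had a lower signal floor, at 6.20 and 6.21, than the other arrays, at 9.18 to 12.2, and more spots well above background (60.8% and 58.5%). Each was the only one of these arrays in the first row of its slide, and in 2 of 2 father groups the lowest floor was on this array. Position of the array on the slide could account for it, but with 1 such array per slide it cannot be told apart from the embryo. A biological explanation was not tested.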
